A study of Caenorhabditis elegans with 6 samples.

How the data were processed

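RNA was sequenced from whole Caenorhabditis elegans animals collected at the L4 stage, the last larval stage. The wild-type strain N2 was compared with UM10, a strain that carries a transgene in which the aex-3 promoter drives human alpha-synuclein with the A53T change, a form of the protein linked to inherited Parkinson's disease. Per the labels, animals were raised from eggs on Escherichia coli, either the K12 strain BW25113 or a csgA(-) strain, which lacks the gene for the main subunit of the curli amyloid fibre. Total RNA was extracted with TRIzol and poly-A RNA was selected before conversion to cDNA, per the labels' protocols. There were 6 libraries in 3 groups of 2, which were N2 on K12, UM10 on K12 and UM10 on csgA(-). N2 on csgA(-) was not analysed here, so food and strain effects could not be separated by an interaction term.

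The groups were taken from the sample titles. The names of the deposited files give the food of the 4 UM10 libraries the other way round, and no other label settles which is right. Every food direction below follows the titles and would change sign if the file names were right, and the libraries are therefore named as labelled.

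The authors deposited 1 table of read counts per library, with no normalization. The layout is the one that the STAR aligner writes when it counts reads per gene, with an unstranded count and a count for each strand. The aligner, its version, the genome build and the annotation were not stated in the labels or the files. The unstranded counts were used. The share of the first of the 2 stranded columns in their sum was 48.4% to 49.7% per library. The leading summary lines, for reads that were unmapped, mapped to several places, fell in no gene or were ambiguous, were left out of library sizes and tests. They made up 7.85% to 8.72% of all reads. Reads mapping to several places were 2.57% to 4.05% of the total, so genes with near-identical copies can be under-counted, and overlapping genes were counted without regard to strand.

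The tables held 46778 gene identifiers. Of these, 46603 were in the Ensembl release 115 annotation of the WBcel235 genome, 175 were not, and 2960 had no symbol and are named by identifier. All coordinates are from that annotation, looked up by gene identifier. Genes were kept by filterByExpr of edgeR 4.0.16 (at least 10 counts at the median library size in 2 libraries and 15 in total), which left 15331 genes. Libraries were scaled by the trimmed mean of M values (TMM), and levels are given as TMM-scaled CPM (read counts scaled to a common library total), mean ± SD with n = 2. Differences were tested with the quasi-likelihood F test of edgeR on all 6 libraries with 1 term per group, so that the groups shared 3 residual degrees of freedom and 1 prior estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were obtained as the absolute log2 fold change over the square root of F. The common dispersion was 0.152, a biological coefficient of variation of 0.390. R was version 4.3.3.

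Each library had 22657727 to 23532382 gene counts, so counting error was small beside the spread between replicates except for genes near the floor. A group whose libraries each had 3 counts or fewer was treated as at the floor, and folds against it are lower bounds. Such bounds cover counting error only.

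The comparisons, tests, gene sets, preset genes and alternatives were fixed before the data were examined. For each comparison the named genes were the 5 with the largest log2 fold change in each direction, among called genes with a mean of at least 50 counts in the higher group and no overlap between the libraries of the 2 groups. A list of 12 preset genes was added. It held the promoter donor aex-3, genes often used in worm transgenes, markers of dopamine neurons and stress reporters. Other genes, apart from those named only as overlapping a named gene, were chosen after their values were seen. There were 14 gene sets, tested with camera of limma 3.58.1 on voom values (preset correlation 0.01) with fry beside it, adjusted over all 42 set tests. The symbols listed for the mtDNA-encoded set were not used by the annotation, and the 12 protein-coding genes it places on the mitochondrial genome were taken in their place. Set medians are those of the voom log2 fold changes, and medians with 1 library left out were taken from differences of mean log2 CPM. An oogenesis list of 20 genes, a list of inducible heat shock genes and a list of pharyngeal cuticle genes (abu, pqn, idpc and idpp families) were drawn up after the data were seen.

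On simulated counts with the real means, depths and dispersions and 200 changed genes among 15331, the test recovered 16% of genes changed 4-fold (34 calls, 2 of them false) and 87% of those changed 16-fold (183 calls, 9 false). The test of single genes therefore missed most simulated changes of 4-fold. In a separate simulation, a set of 50 genes was lowered 2-fold in UM10 on K12, with all genes varying independently. The 49 of them that were tested had a camera p of 2.73e-21 and a fry p of 0.000297, and an unchanged set of 50 had 0.466 and 0.446. As the genes were independent, this does not check camera at its preset correlation for genes that vary together.

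Alternatives were DESeq2 1.42.0 with its own size factors, edgeR with DESeq2 or upper-quartile factors, no low-count filter, at least 10 counts in every library, a replicate block, a test against a fold change of 1.5, each stranded column, only the 4 libraries compared, exchanged food labels, and each library left out in turn. The planned pseudocount alternative applied to normalized values only and was not run. No genome sequence was used, so GC content was not checked. Human alpha-synuclein transcripts were not analysed here.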

Results

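Transcript levels were measured by RNA sequencing in 6 libraries of whole L4 animals, 2 each of wild-type N2 on K12 bacteria, of UM10 on K12 and of UM10 on csgA(-) bacteria. UM10 expresses human alpha-synuclein A53T in neurons. The csgA(-) bacteria do not make the curli subunit, and the design asks how the transgene strain differs from wild type and how its transcripts differ between the foods. Gene counts per library ranged from 22657727 to 23532382, and 17475 to 19567 genes had at least 1 count. The food of each UM10 group is the one in the sample titles, which the names of the deposited files contradict.

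Replicates differed by more than sampling noise in each group, with a chi-square per degree of freedom of 177 for N2, 125 for UM10 on K12 and 129 for UM10 labelled csgA(-). Across genes, the Pearson correlation of log2 CPM between replicates was 0.948, 0.959 and 0.949 in the same order. Between libraries of different groups it ranged from 0.849 to 0.953, so the ranges overlapped. N2 replicate 1 stood apart in composition. Its 10 most abundant genes took 9.20% of gene counts, against 5.82% to 7.64% in the other 5 libraries, and its TMM factor was 0.610, against 1.02 to 1.20. The first principal component held 49.7% of the variance and separated N2 from UM10. The second held 19.5%, and on it the replicates of N2 and those of UM10 on K12 lay far apart.

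**Figure D1:**
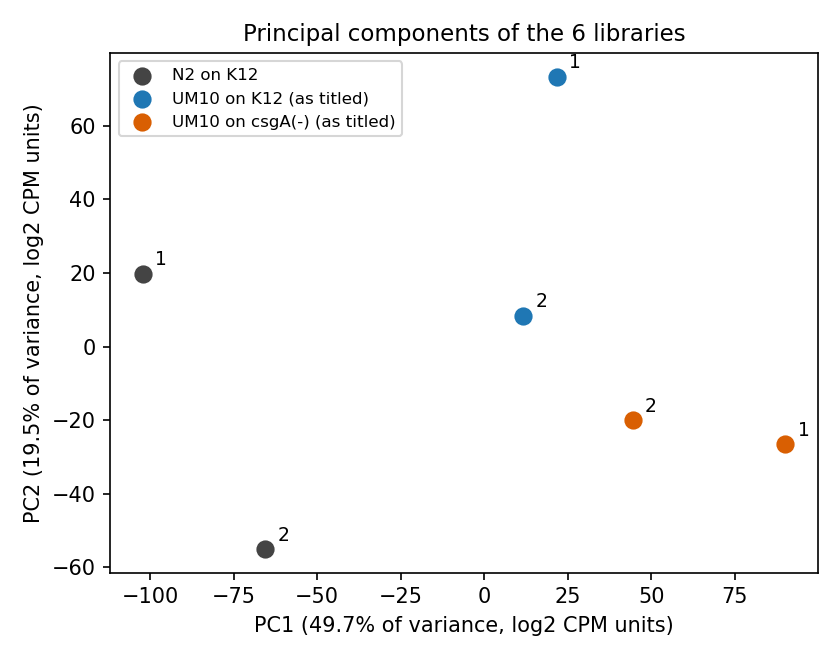
First and second principal components of log2 CPM over the 15331 tested genes, with 1 point per library, coloured by group and numbered by replicate. Both N2 libraries lie at negative values of the first component and all 4 UM10 libraries at positive values, while the replicates of N2 and of UM10 on K12 lie far apart on the second.

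The strain comparison asked which transcripts differed between UM10 and N2 on the same food. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 421 of 15331 genes were called, 338 higher and 83 lower in UM10 on K12. At an unadjusted p under 0.05 there were 2934 genes, against 767 expected by chance. The median log2 fold change was 2.74 among genes called higher and -3.69 among those called lower, or 2.69 and -3.69 with the 32 and 6 genes at the floor set to their bounds. The alternative that moved the count most on the same labels was leaving out the low-count filter, which gave 1333 calls. All 421 genes had no overlap between the libraries of the 2 groups, as did 7726 of all tested genes (50.4%), against the 33.3% that chance gives for 2 against 2. The median log2 fold change of all tested genes was -0.09 with TMM, -0.12 with DESeq2 factors and -0.23 with upper-quartile factors, so small changes in this comparison are relative to the scaling.

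Among the named genes higher in UM10 on K12, T28D9.4 (WBGene00020896, protein-coding, chromosome II 6476955 to 6478073) was at 76.7 ± 4.03 CPM against 0.369 ± 0.0933 in N2 (SD, n = 2 each). Its log2 fold change was 7.72 with a standard error of 0.53 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 7.46e-05). W01A11.1 (WBGene00020909, protein-coding, V 6499224 to 6502428) was at 79.1 ± 10.4 CPM against 0.318 ± 0.0397, a log2 fold change of 7.92 with a standard error of 0.53 and the same adjusted p. Its end overlaps moc-2, which was not called, and with the stranded columns its log2 fold change was smaller, 4.60 and 4.64. Together those columns held 50 and 58 more counts for W01A11.1 than the unstranded count in the N2 libraries, where the unstranded counts were 4 and 8, and 43 to 69 more in the UM10 libraries. Its neighbour dgtr-1, named after its values were seen, was also called higher, with a log2 fold change of 2.13. T23G5.11 (WBGene00202322, a non-coding RNA gene, III 9242530 to 9242726) had 0 counts in both N2 libraries and 3.12 ± 0.925 CPM in UM10 on K12, at least 14.4-fold higher. It ends 248 bases before the start of dat-1 on the opposite strand. F56A4.3 and C45H4.14, both on chromosome V and at the floor in N2, were at least 48.1-fold and 10.7-fold higher.

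The gene on the other side of T23G5.11, saeg-2 (WBGene00011964, III 9240363 to 9242514), was named after its values were seen. It rose from 10.7 ± 2.26 CPM in N2 to 233 ± 6.50 in UM10 on K12 and 135 ± 49.99 in UM10 labelled csgA(-). The log2 fold changes against N2 were 4.44 and 3.66, with standard errors of 0.50 and 0.48 and adjusted p of 0.00730 and 0.00604 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the stranded columns the log2 fold changes of saeg-2 were 3.58 and 3.45 on K12 and 2.71 and 2.79 on csgA(-), all called. The level of dat-1 itself was 2.58 ± 0.0400 CPM in N2 and 1.74 ± 0.488 in UM10 on K12, a difference that was not called.

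Among the named genes lower in UM10 on K12, ctl-1 (WBGene00000830, II 14303568 to 14306260) fell from 10.7 ± 5.93 CPM to the floor, at least 97.0-fold lower. The others were abu-7 (-6.58), grl-27 (-6.25), abu-6 (-6.21) and pqn-2 (-6.18, all log2 fold changes), each on chromosome V. The abu and pqn genes belong to families with similar sequences, and reads shared between members were not counted.

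Of the 12 preset genes, 11 could be tested, and cat-2 fell below the filter. On K12, 1 was called among all genes tested and 1 when adjusted over the list alone, in both cases gst-4 (IV 10142225 to 10143099, overlapping dhs-12). Its level was 5.55 ± 0.761 CPM in UM10 and 32.4 ± 11.06 in N2, with a log2 fold change of -2.54, a standard error of 0.45 and an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.0195. The promoter donor aex-3 (X 751203 to 759734) was at 22.7 ± 2.11 CPM in N2, 16.3 ± 3.69 in UM10 on K12 and 18.8 ± 12.7 in UM10 labelled csgA(-), and was called in no comparison. None of unc-54, unc-119, hsp-6, hsp-60 or hsp-4 was called in any comparison.

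UM10 labelled csgA(-) against N2 on K12 differs in strain and in food together. It is also the strain comparison on K12 if the file names rather than the titles are right. Here 1388 genes were called, 605 higher and 783 lower, with 4347 at an unadjusted p under 0.05. With upper-quartile factors the split was 452 higher and 920 lower. The median of all tested genes was 0.07 with TMM and -0.07 with upper-quartile factors. The median log2 fold changes of called genes were 2.40 and -2.46, or 2.34 and -2.45 with floor genes at their bounds. T28D9.4 (77.04 ± 10.2 CPM) and W01A11.1 (74.6 ± 8.91 CPM) were again far above N2, with log2 fold changes of 7.73 and 7.83 (4.398 and 4.58 for W01A11.1 with the stranded columns) and an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 7.41e-05 for both. T23G5.11 (6.06 ± 2.35 CPM) was at least 27.9-fold higher. At least 15.8-fold higher was fbxa-99, which overlaps oac-20, at 3.44 ± 2.58 CPM, with 128 counts in csgA(-) replicate 1 and 42 in replicate 2. Without csgA(-) replicate 1 its level was 1.61 CPM and its fitted log2 fold change 8.14 in place of 9.34. As fbxa-99 had 0 counts in both N2 libraries, these fitted values are not measured folds. The bound without that replicate was not computed. The pseudogene WBGene00012618 had a log2 fold change of 7.51, which fell to 3.12 without csgA(-) replicate 1. The named lower genes were argk-1 (-8.20), BE0003N10.6 (-7.52), and E03H4.4, ctl-1 and C27D9.2, at the floor in UM10 and at least 29.1-fold, 87.0-fold and 35.4-fold lower. C27D9.2 overlaps C27D9.1. Among the preset genes, gst-4 (-3.42) and rol-6 (-1.74) were called among all genes tested. Adjusted over the list alone there were 3 calls, the third being hsp-16.2 (5.35), whose log2 fold change was 1.21 without csgA(-) replicate 1.

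Both comparisons with N2 used the same N2 libraries. They shared 361 called genes, 284 higher and 77 lower in both and none in opposite directions, while 60 were called on K12 alone and 1027 on csgA(-) alone. In 20 simulations with unchanged groups the mean number of shared calls was 0.1 and the highest was 1. Those simulations had a mean of only 0.6 calls on K12 and 0.4 on csgA(-). They are therefore no reference for the degree of overlap. Across genes, the log2 fold changes of both comparisons with N2 had a correlation of 0.76. In 100 simulations that shared the N2 libraries it was 0.49 to 0.53. The ratio of the 2 counts of calls was 3.30, against 0.917 to 1.19 in 20 simulations with no food effect and a strain effect giving a mean of 598 calls on K12, and 0.933 to 1.08 where it gave a mean of 1620. Over the other fits with the same labels the ratio ran from 1.64, with only the 4 libraries compared, to 4.97, with upper-quartile factors, and the simulations were run for the main fit alone. Simulated genes varied independently, without shifts shared by many genes of a library such as those between real replicates. The simulated ranges of the ratio and the correlation may therefore be too narrow, and a ratio outside them does not establish a food effect.

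The food comparison asked which transcripts of UM10 differed between csgA(-) and K12 bacteria. No gene was called, with 1521 genes at an unadjusted p under 0.05 against 767 expected and a smallest adjusted p of 0.0647 (edgeR quasi-likelihood, Benjamini-Hochberg). The count moved most without the low-count filter, which gave 470 calls. The genes with that smallest adjusted p, chosen after their values were seen, were F54B11.11 (X 13578783 to 13581555; 2.81 ± 0.427 CPM on csgA(-) and 49.4 ± 26.3 on K12) and srh-237 (V 17090379 to 17091714; 0.585 ± 0.421 and 17.3 ± 1.41). Their log2 fold changes were -4.13 and -4.86, with standard errors of 0.51 and 0.64. With the file names in place of the titles both would be higher on csgA(-). Of the preset genes 0 were called, both among all genes tested and when adjusted over the list alone, and hsp-16.2, irg-1 and rol-6 had an unadjusted p under 0.05.

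The 2 ribosomal RNA genes of the mitochondrial genome, also chosen after their values were seen, rose stepwise over the 3 groups. WBGene00014454 (MtDNA 898 to 1593) was at 15.97 ± 1.79 CPM in N2, 65.3 ± 17.7 in UM10 on K12 and 470 ± 193 in UM10 labelled csgA(-). WBGene00014472 (MtDNA 10403 to 11354) was at 11.05 ± 1.69, 67.2 ± 28.04 and 195 ± 56.8 CPM. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both were called on K12 against N2 (adjusted p 0.0492 and 0.0197) and on csgA(-) against N2 (0.00425 and 0.00550), and neither in the food comparison (0.128 and 0.305). The call of WBGene00014454 on K12 was lost under 4 of 12 alternatives, with an adjusted p from 0.00145 to 0.1002. In the food comparison the same gene was called under 3 of 12, with an adjusted p from 5.78e-06 (DESeq2) to 0.193, and WBGene00014472 under 0 of 12, from 0.0660 to 0.584.

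**Figure D2:**
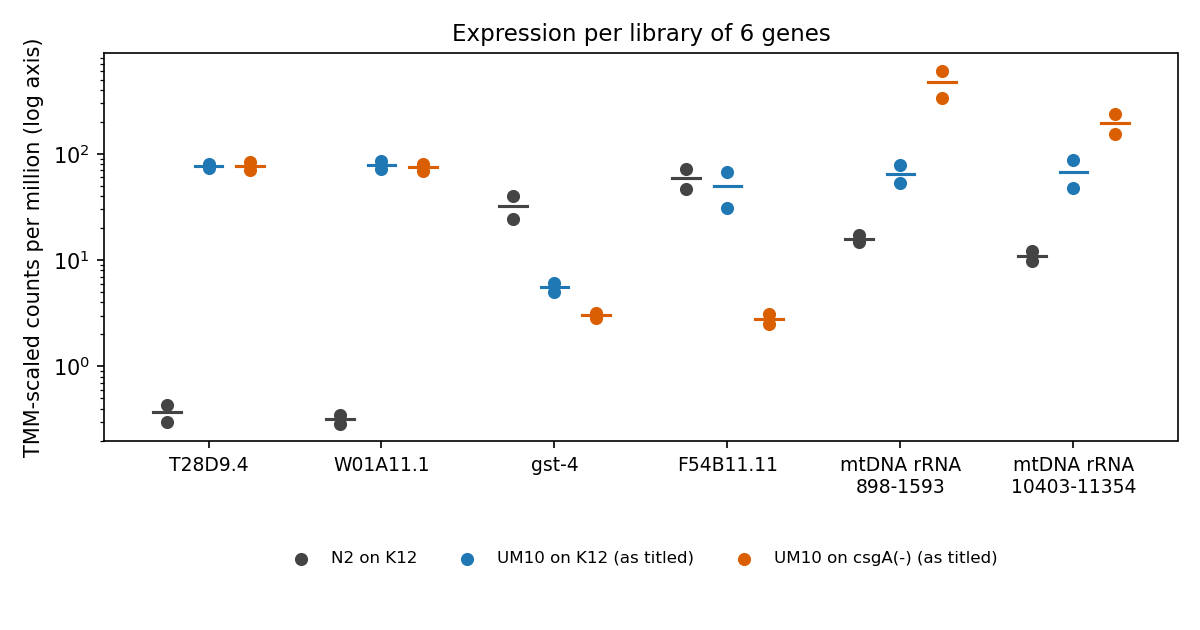
TMM-scaled CPM, on a log axis, of 6 genes in each of the 6 libraries, with a point per library, a bar at the mean of each group, and colours for the groups as titled. T28D9.4 and W01A11.1 are below 0.5 CPM in both N2 libraries and near 75 in all 4 UM10 libraries, F54B11.11 is lowest in UM10 labelled csgA(-), and the mtDNA rRNAs rise from N2 to UM10 on K12 to UM10 labelled csgA(-).

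To ask whether the food moved UM10 toward or away from N2, the strain and food log2 fold changes were correlated across genes, which are not independent replicates. Computed from different UM10 on K12 libraries, the mean correlation was 0.10 (0.15 and 0.06 for the 2 assignments), against -0.0287 to 0.0172 in 100 simulations of unchanged, independent genes. With the same UM10 libraries in both changes it was -0.07, against a simulated mean of -0.49. Without csgA(-) replicate 1 the first value was 0.00643, and with exchanged food labels it was -0.32. Of the 421 genes called on K12, 49 had a food p under 0.05, of which 26 moved toward N2 and 23 away (53.1% toward). In 20 simulations without a food effect, with the strain effect shrunk to a mean of 598 calls on K12, shared libraries alone gave 90.8% toward, with a range of 86.4% to 94.7%. Of the 1388 genes called on csgA(-) against N2, 512 had a food p under 0.05, of which 507 were closer to N2 on K12 and 5 farther (99.0% closer), against 81.2% to 93.5% in 20 simulations with a mean of 1620 such calls. This is the set that applies if the file names are right. Under the file names csgA(-) would move genes toward N2 more often than in the simulations, and under the titles it did so less often. The sizes of the simulated effects were set after the data were seen. Genes varied independently in all these simulations, so their ranges may be too narrow for libraries that differ by shifts shared among genes.

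Gene sets were compared with camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over 42 tests. It called 7 of 14 sets on K12 against N2, 8 in the food comparison and 9 on csgA(-) against N2. None of these calls held under fry or under camera with an estimated correlation, where 0 sets were called in each comparison. The smallest adjusted p under fry was 0.461, 0.337 and 0.337, and 0, 1 and 2 sets had an unadjusted fry p under 0.05. None of the 24 called set tests changed sign under the other scalings.

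On K12 against N2, the sets called lower by camera were cuticle collagens (median log2 fold change -1.29, 101 of 131 genes lower), cytosolic ribosomal proteins (-0.91, 79 of 81), the nuclear respiratory chain (-0.89, 57 of 61), major sperm proteins (-0.46, 29 of 29) and vitellogenins (-1.35, 6 of 6). Those called higher were histones (0.87, 30 of 37) and autophagy genes (0.42, 21 of 27). Over the 4 fits that each left out a library, the medians ranged from -1.68 to -0.75 for collagens, -1.49 to -0.31 for ribosomal proteins and -1.38 to -0.32 for the respiratory chain, in each case weakest without N2 replicate 1 and strongest without N2 replicate 2. They ranged from -0.74 to -0.25 for major sperm proteins, -1.69 to -0.97 for vitellogenins, 0.51 to 0.99 for histones and 0.35 to 0.61 for autophagy genes.

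In the food comparison, the sets called higher on csgA(-) were cytosolic heat shock (2.56, 12 of 12 genes), major sperm proteins (0.65, 28 of 29), autophagy (0.32) and cytosolic ribosomal proteins (0.25). Those called lower were vitellogenins (-1.23), mtDNA-encoded proteins (-0.65, 12 of 12 genes), neuropeptides (-0.57, 93 of 111) and immune effectors (-0.52, 95 of 141). The vitellogenin value depended on the method, since the median of the edgeR log2 fold changes was -0.61. Several values also depended on single libraries. Over the 4 fits that each left out a library, the heat shock median ranged from 0.45 to 3.70. It was 0.45 without csgA(-) replicate 1, where hsp-16.2 was at 522 CPM against 16.9 in csgA(-) replicate 2, and 0.61 without UM10 on K12 replicate 1. The vitellogenin median ranged from -2.08 to 0.25, the latter without csgA(-) replicate 2. The ranges were 0.44 to 0.92 for major sperm proteins, 0.23 to 0.46 for autophagy, 0.07 to 0.41 for ribosomal proteins, -0.87 to -0.48 for mtDNA-encoded proteins, -0.72 to -0.21 for neuropeptides and -0.52 to -0.29 for immune effectors.

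On csgA(-) against N2, camera called heat shock (3.15) and autophagy (0.80) higher. It called vitellogenins (-2.59), cuticle collagens (-1.21), the nuclear respiratory chain (-1.09), mtDNA-encoded proteins (-0.86), cytosolic ribosomal proteins (-0.68), immune effectors (-0.42) and neuropeptides (-0.35) lower. With 1 library left out the heat shock median ranged from 0.78, without csgA(-) replicate 1, to 4.50, and was 1.55 without N2 replicate 2. The neuropeptide median ranged from -0.72 to -0.02, the latter without csgA(-) replicate 1, and was -0.10 without N2 replicate 1. The ranges were -1.61 to -0.60 for collagens, -1.60 to -0.54 for the respiratory chain and -1.24 to -0.06 for ribosomal proteins, each weakest without N2 replicate 1 and strongest without N2 replicate 2. They were -3.43 to -1.16 for vitellogenins, -0.99 to -0.55 for mtDNA-encoded proteins, -0.59 to -0.26 for immune effectors and 0.65 to 0.90 for autophagy. The mitochondrial stress response, dopamine and proteasome sets were called in no comparison.

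**Figure D3:**
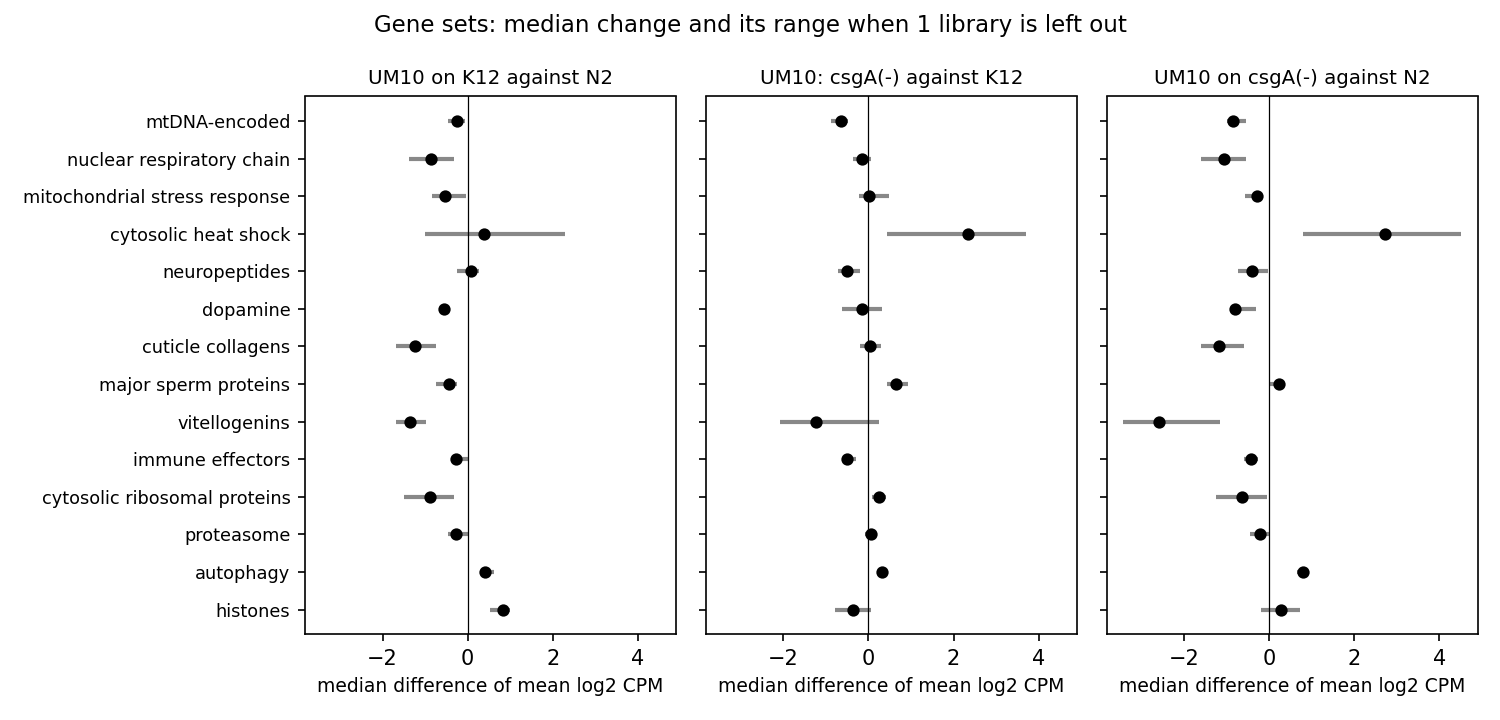
Median difference of mean log2 CPM of each of the 14 gene sets in the 3 comparisons, with a black point for all libraries and a grey line from the lowest to the highest median when 1 library of the compared groups was left out. The heat shock and vitellogenin lines are the longest in the food panel, and the vitellogenin line there crosses 0, as lines of several sets that were not called do.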

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

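The counts of called genes varied with the processing. On K12 against N2, 421 genes were called with edgeR, TMM and the low-count filter. DESeq2 called 1181 (791 higher, 390 lower), edgeR without a low-count filter 1333 (885 higher, 448 lower), upper-quartile factors 276, and the test against a fold change of 1.5 gave 240, the last by its own construction. DESeq2 shared 415 genes with the 421, the unfiltered fit 421 and upper-quartile factors 275. With exchanged food labels the count was 1388 (605 higher, 783 lower), of which 361 were shared. The other alternatives, the replicate block aside, gave 371 to 598 calls. On csgA(-) against N2, the 1388 calls became 2574 with DESeq2, 2705 without the filter, 761 against a fold change of 1.5 and 421 with exchanged labels. With upper-quartile factors 32.9% of calls were higher, against 43.6% with TMM. Except for the exchanged labels and the fold-change test, the cause of these shifts was not tested.

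The food comparison was the least settled. Its 0 calls became 242 with DESeq2 (74 higher, 168 lower), 470 without the filter, 4 with at least 10 counts in every library, 1 with the first stranded column and 4 with the other. With DESeq2 or upper-quartile factors in edgeR, only the 4 libraries compared, exchanged labels, or a fold change of 1.5 there were 0 calls. Genes at an unadjusted p under 0.05 numbered 1042 to 2237 over the alternatives, against 1521. The cause was not tested. F54B11.11 was called under 6 of its 12 tested alternatives, with an adjusted p from 2.24e-12 (DESeq2) to 0.0969, and srh-237 under 4 of 11.

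Whether the replicate numbers pair the libraries was not settled. The correlation of same-numbered deviations from the group means was 0.354 between N2 and UM10 on K12. It was 0.0933 between the UM10 groups and -0.0789 between N2 and UM10 labelled csgA(-). With a replicate block the counts of called genes were 845 on K12 against N2, 165 in the food comparison and 2434 on csgA(-) against N2. The first held all 421 genes. Camera called the same 7, 8 and 9 sets with the block, and fry with the block, an alternative added after seeing the data, called 0, 0 and 0.

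Under fry, and under camera with an estimated correlation, 0 sets were called in each comparison, against 7, 8 and 9 by camera with a preset correlation. Of 210 set values under the alternatives, 137 kept their side of the threshold, 72 lost the call and 1 gained it. Over the preset list alone, DESeq2 called 3 genes in the food comparison against 0.

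Leaving out a library of the third group gave 560 to 579 calls on K12 against N2, 979 to 999 on csgA(-) against N2, and 0 in the food comparison, where 1797 to 1806 genes had an unadjusted p under 0.05. Where an arm was left with 1 library, medians took the place of counts. On K12 the median of the genes called higher ranged from 2.50 to 3.08, the latter without N2 replicate 2, and of those called lower from -3.86 to -3.36. On csgA(-) against N2 they ranged from 1.90, without csgA(-) replicate 1, to 2.73 and from -2.62 to -2.37. The correlation of the strain and food changes ranged from 0.00643, without csgA(-) replicate 1, to 0.158, and was 0.0132 without N2 replicate 1. With exchanged labels it was -0.32. It could not be computed without a UM10 on K12 library.

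The changes that reversed in a fit with a test were not called in either fit. For dat-1 the second stranded column gave 0.34 on K12 and 0.86 on csgA(-) against N2, and the first gave 0.060 for the latter. For unc-119 on K12, upper-quartile factors gave -0.069 and the first stranded column -0.012. In the food comparison the first stranded column gave -0.049 for aex-3 and -0.069 for hsp-60. For hsp-60 there, DESeq2 gave -0.014, DESeq2 factors in edgeR -0.014, the filter of at least 10 counts in every library -0.059, only the 4 libraries compared -0.00022, and leaving out N2 replicate 1 -0.0012. It ranged from -0.48 to 0.53 over the 6 fits that each left out 1 library. Fits that left 1 library in a compared group were not tested. They changed the sign of 19 of 260 values, for 15 of 65 single-gene results, none of them called. In 5 the shift exceeded the replicate spread. They were hsp-16.2 on K12 against N2 (from 1.11 to -2.67, without UM10 on K12 replicate 2), hsp-4 in the food comparison (0.99 to -0.39) and on csgA(-) against N2 (1.14 to -0.21, both without csgA(-) replicate 1), aex-3 in the food comparison (0.21 to -0.77, without csgA(-) replicate 2) and unc-54 on csgA(-) against N2 (0.17 to -0.14, without N2 replicate 1). The cause of these was not tested. Of 1021 values for the 65 single-gene results, 936 did not change their call or moved less than the replicate spread, 10 lost a call, 17 gained one, 46 moved and the 12 given first reversed. With 2 libraries per group, changes of 4-fold were mostly missed by the test on simulated counts.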

Other observations

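All tests below but the neighbour count around T23G5.11 were chosen after the result they bear on had been seen. Food labels follow the titles throughout. The design has no way to separate strain from any difference in growth or collection between N2 and UM10, so the 2 cannot be told apart for the oogenesis and cuticle genes, T28D9.4 or W01A11.1.

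T23G5.11 had 0 counts in both N2 libraries and 67 to 201 in the 4 UM10 libraries. It lies between saeg-2, which ends 15 bases away, and dat-1, a dopamine transporter gene that starts 248 bases away on the opposite strand. The saeg-2 gene was also called higher, while dat-1 was not. Higher transcription of dat-1 is argued against by its log2 fold change of -0.56 with a standard error of 0.58, where T23G5.11 rose at least 14.4-fold. A change over a wide region is not decided. Of 9 other tested genes within 20 kb, saeg-2 alone was called in the same direction in both comparisons with N2, and the median of the 9 was -0.18. A candidate explanation is that UM10 carries extra copies of the DNA just upstream of dat-1, as a dat-1 promoter construct would, and that reads from it were counted to T23G5.11 and to the end of saeg-2. This was first framed with neither flanking gene rising, and saeg-2 was added to it once its rise had been seen, so that rise is no test of it. The 2 genes were also unlike in level, at 3.12 CPM for T23G5.11 and 233 for saeg-2 in UM10 on K12. In the food comparison they moved in opposite directions, by 0.96 and -0.78, with neither called. A source shared by both genes is therefore not shown. The labels name only the aex-3 promoter. The distance of 248 bases leaves extra copies open as a source. A rearrangement or a strain variant at the locus would give the same gene counts, and read positions would be needed to decide. If extra copies are the source, the calls of these 2 genes would say nothing about regulation.

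By the unstranded counts, T28D9.4 and W01A11.1 were below 0.5 CPM in both N2 libraries and near 77 CPM in all UM10 libraries. Their coefficients of variation over the 4 UM10 libraries were 8.26% and 10.8%, at the 5.99th and 12.5th percentile of 3124 genes of similar level, across both foods and whichever food labels are right. A change over the region is argued against for T28D9.4, where 0 of 8 tested neighbours within 20 kb were called higher in both comparisons and their median was -0.15. For W01A11.1 it stays open. The median of 11 neighbours was -0.56, but dgtr-1, next to it, was called in both, with log2 fold changes of 2.13 and 1.93. Developmental timing stays open for both, as a coefficient of variation of at most 10.8% within UM10 does not separate strain from collection. A strain variant or the transgene insertion may be the source, which was not tested.

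The mtDNA rRNAs summed to 27.0 ± 3.48 CPM in N2, 132 ± 45.7 in UM10 on K12 and 665 ± 250 in UM10 labelled csgA(-). Incomplete poly-A selection as the whole source is argued against by nuclear rRNA in the comparisons with N2. Its log2 ratio for csgA(-) against N2 was -0.41, against 4.62 for the mtDNA rRNAs, and on K12 -0.84 against 2.29. In the food comparison nuclear rRNA rose too, by 0.43 against 2.33, so a part in that rise stays open. Small nucleolar RNA was 0.04 on K12 and 0.35 on csgA(-) against N2, and 0.31 in the food comparison. Reads shared between copies of the nuclear rRNA genes were not counted, so nuclear rRNA is only partly measured. Histone genes were preset as a check because they mostly lack poly-A tails. Their medians were 0.87 on K12 and 0.34 on csgA(-) against N2, and -0.38 in the food comparison. A part of incomplete selection in the rise against N2 therefore also stays open. More mitochondrial RNA as a whole is argued against by the 12 mtDNA mRNAs. On csgA(-) against N2 they had a median log2 fold change of -0.82 and were lower in 12 of 12. The 2 kinds of transcript from the same genome thus moved apart. Polyadenylation or decay of the mtDNA rRNAs might differ between the groups, as poly-A selected libraries see their tailed form. Neither was tested.

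The oogenesis list, 20 genes with known roles in oocytes, had a median log2 fold change of 2.48 on K12 and 2.47 on csgA(-) against N2, with 20 of 20 genes higher and 13 and 17 called, and of -0.02 in the food comparison. Scaling is argued against as the cause, since the lowest median over 3 scalings was 2.33 on K12 and 2.32 on csgA(-) against N2. So is the unusual N2 replicate 1, since the median against N2 replicate 2 alone was 1.96 (3.06 against replicate 1 alone). The N2 replicates differed from each other by 1.04, so the size is uncertain. A rise of all germline transcripts alike is argued against for UM10 on K12 by the major sperm proteins, whose median against N2 was -0.45 with 29 of 29 genes lower. They are sperm genes only, so they cannot decide on a larger germline in which the balance of sperm and oocyte transcripts differed. For UM10 labelled csgA(-) a joint rise stays open. There the median of the major sperm proteins against N2 was 0.23 with 20 of 29 higher, in the direction of the oogenesis genes but far smaller. With 1 library left out that median ranged from 0.01 to 0.38, and with upper-quartile factors it was 0.07, so its direction is uncertain. Exchanged food labels would exchange the readings for the 2 UM10 groups. A first test of a larger germline, on X-linked genes, was inconclusive for the genes called higher on K12. They made up 16.6% of genes called higher and 14.1% of the background (odds ratio 1.21, Fisher's exact test, two-sided p 0.206, Benjamini-Hochberg adjusted 0.275 over 4 tests). In the same family, X-linked genes were 21.4% of those called lower on csgA(-) against N2 (odds ratio 1.70, adjusted p 7.78e-08), with odds ratios of 1.03 for genes called lower on K12 and 0.842 for those called higher on csgA(-) against N2 (adjusted p 0.875 and 0.275). The X-linked excess among lower genes thus falls on UM10 labelled csgA(-), the group for which a joint germline rise was left open, and does not settle it.

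Later collection or faster development of UM10 may account for the oogenesis genes, since oocyte transcripts rise from late L4. The pharyngeal cuticle genes, which follow the moults, had a median of -1.05 on K12 (62 of 78 lower, 20 called) and -1.38 on csgA(-) against N2 (29 called), and of 0.14 in the food comparison. On K12 it was -0.62 against N2 replicate 1 alone and -1.30 against replicate 2 alone. Between the N2 libraries both lists were higher in replicate 2, by 1.04 and 0.71, so there they did not move in opposite directions as between the strains. Vitellogenins, whose transcripts also rise toward adulthood, were lower in UM10, with medians of -1.35 on K12 and -2.59 on csgA(-) against N2. All 6 genes were lower in each, and both medians stayed negative with any 1 library left out. That direction argues against later collection as the only difference, though fry called neither. A difference in stage and a strain difference cannot be told apart here. If stage differed, other strain differences in the report, collagens and major sperm proteins among them, would carry it too. An L4 time course of both strains would be needed.

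The inducible heat shock list had median log2 fold changes of 1.11, 2.72 and 3.83 in the strain, food and csgA(-) against N2 comparisons, with 0 of 9 genes called in each and 0, 4 and 4 at an unadjusted p under 0.05. Its levels followed single libraries. For hsp-16.2 they were 12.1 and 1.30 CPM in N2, 0.990 and 27.6 in UM10 on K12, and 522 and 16.9 in UM10 labelled csgA(-). F44E5.4, a heat shock gene of another family, was highest at 14.04 CPM in UM10 on K12 replicate 2 and at 1.97 in csgA(-) replicate 1. F44E5.5 was at 12.8 and 2.59 CPM in the same libraries. The rest of the list was highest in csgA(-) replicate 1, as hsp-16.2 was. There hsp-70 was at 677 CPM, against 66.6 in UM10 on K12 replicate 2. The libraries with high hsp-16.2 thus did not share 1 profile for F44E5.4 and F44E5.5. No biological explanation was tested.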
